A study of Schizosaccharomyces pombe with 15 samples. Its data were reported in "Adaptation to Industrial Stressors Through Genomic and Transcriptional Plasticity in a Bioethanol Producing Fission Yeast Isolate" (2020).

How the data were processed

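Scr1 is a zinc finger repressor of carbon source responsive genes in fission yeast. Chromatin immunoprecipitation followed by sequencing (ChIP-seq) of tagged Scr1 was performed in laboratory S. pombe grown in molasses, in Wilmar-P grown in molasses and in Wilmar-P grown in medium with 3% glucose. Wilmar-P is an industrial S. pombe strain used for fermenting molasses, a sugar cane by-product. The series lists 15 samples, and 6 of them, 2 biological replicates for each of these 3 groups, were analysed here as peak lists. The RNA polymerase II and input samples were not analysed here. Groups and replicate numbers were taken from the sample labels.

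The authors trimmed adapters from the reads with Trim_Galore, aligned them to the S. pombe reference genome (ASM294v2) and called peaks with MACS2 against an input sample, for each replicate on its own. The lists used here are these per-replicate lists, before any step across replicates. The study also applied the irreproducible discovery rate (IDR), which models the ranks of peaks in a pair of replicates as a mixture of reproducible and irreproducible signal. The IDR level and the rule that assigned sites to genes are not stated in the methods. Each deposited list gives the position of every peak, its summit, its fold enrichment over the background as a ratio computed by the authors, and the significance as the deposited −log10 p and −log10 q. The fold enrichment and these significance values are the authors' and were used here only to describe, rank or filter peaks within a list. The smallest −log10 q in a list was between 2.00 and 2.43, so the lists end at a q-value of about 0.01. The files hold no read numbers, so the depth of each library is unknown and no interval that needs it was given. Intervals on shares of sites cover counting error only.

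The genome sequence and annotation used here were those of a later release of the same assembly. The lengths of chromosomes I, II and III are 5579133, 4539804 and 2452883 bp in it. No peak ran past these ends, and 1 peak ended at the last base of chromosome III. Peaks on 2 further sequences of the authors' reference, which the release used here does not include, were left out of all comparisons after the files had been inspected. Coordinates are given as in the deposited files, counted from 1.

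Regions of the 2 replicates of a group that shared at least 1 bp were merged, and the strongest peak of each replicate by p represented its region. The IDR model was refitted to regions called in both replicates, ranked by the p column, with an own implementation of the copula mixture. Regions with an IDR of at most 0.05 were called reproducible sites. The model converged with a positive correlation in all 3 groups. The summit of replicate 1 was taken as the summit of a site. Sites of different groups were shared if they had at least 1 bp in common. Overlaps and positions were compared with 1000 random circular shifts of the sites along their chromosomes (one-sided permutation tests, for which 0.001 is the smallest p-value possible). A site was upstream of a gene if its summit lay outside coding sequence and within 1000 bp upstream of the annotated start of a protein-coding gene. A gene was bound if it was the nearest protein-coding gene and its start was within 1000 bp of a summit.

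The motif SYGGGG (S is C or G and Y is C or T), the consensus of Mig1-type repressors, was searched on both strands within 100 bp of each summit and in control windows 1000 bp to either side. Shares were compared by Fisher's exact test (two-sided) with Benjamini-Hochberg adjustment within each family of tests. All 2080 6-mers, counted together with their reverse complements, were tested in the same windows by Fisher's exact test (one-sided), adjusted over all 6-mers. The shares of sites within 200 bp of a tRNA gene and in the outer 100 kb of chromosome II were compared by Fisher's exact test (two-sided). Confidence intervals of shares are 95% Wilson intervals. Circular shifts kept the number, lengths and spacing of the sites. No test across replicates was made. An exact rank or permutation test of 2 lists against 2 cannot give a p-value below 0.333. Tests that assume a distribution of the values were not run.

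The IDR, the overlap test and the 6-mer search were tested on simulated data, and the other tests were not. In 20 simulated pairs of replicates with 3500 regions each, 5.07% of the regions called at the same IDR level were irreproducible and 92.4% of the reproducible ones were called. With 850 regions these shares were 5.75% and 98.4%, and with 200 regions they were 5.05% and 96.8%. The simulated pairs came from the kind of mixture that the model fits, so these shares need not hold for the real lists. In the laboratory group the fitted reproducible component was 44.7% of the regions called in both replicates, but only 19.7% passed the IDR level. For Wilmar-P these shares were 77.5% and 78.4% in molasses and 76.8% and 74.5% in glucose. The IDR was thus stricter on the laboratory group. For 100 pairs of unrelated sets of 600 regions, 7% of the shift tests gave a p-value under 0.05. No 6-mer passed the adjusted threshold in 10 sets of 600 random summits, and a word planted at some of the summits ranked first in all 10.

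Named genes follow a rule fixed before the data were examined: 29 genes that the study's text names, the 5 reproducible sites with the best mean rank in each group, and the 5 best sites found in a single group of each comparison. The alternatives tried were a stricter IDR, no IDR, ranking by enrichment, a stricter q-value, lists of equal length, other overlap rules, other distances to genes, another motif consensus and window, and leaving out each replicate. The alternatives of leaving out coding summits and of an enrichment of at least 3 were added after the data were seen. Computations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9.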

Results

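Scr1 binding was measured by ChIP-seq in 3 groups with 2 biological replicates each: laboratory S. pombe in molasses, Wilmar-P in molasses and Wilmar-P in 3% glucose. The comparisons address whether Scr1 occupies other places in the industrial strain than in the laboratory strain, and whether the medium changes its binding in Wilmar-P. On chromosomes I, II and III the laboratory lists held 4239 and 4479 peaks (replicates 1 and 2). The Wilmar-P molasses lists held 961 and 1073 peaks, and the Wilmar-P glucose lists held 386 and 228. Peaks covered 18.3% and 19.4% of the genome in the laboratory lists, 4.11% and 4.53% in the Wilmar-P molasses lists and 1.26% and 0.594% in the glucose lists. Read depth is unknown.

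The lists differed in composition. In the laboratory lists 91.1% and 91.9% of the summits lay in coding exons, which make up 57.1% of the genome. In the Wilmar-P molasses lists the shares were 25.9% and 34.9%. In the glucose lists they were 35.5% and 8.77%, a spread between replicates larger than in either other group. Within the laboratory lists, 95% and 95.2% of the peaks with an enrichment under 2.5 had coding summits, and these made up 4011 and 4266 peaks. Among the 118 and 99 laboratory peaks with an enrichment of at least 4, the coding shares were 12.7% and 12.1%.

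**Figure D1:**
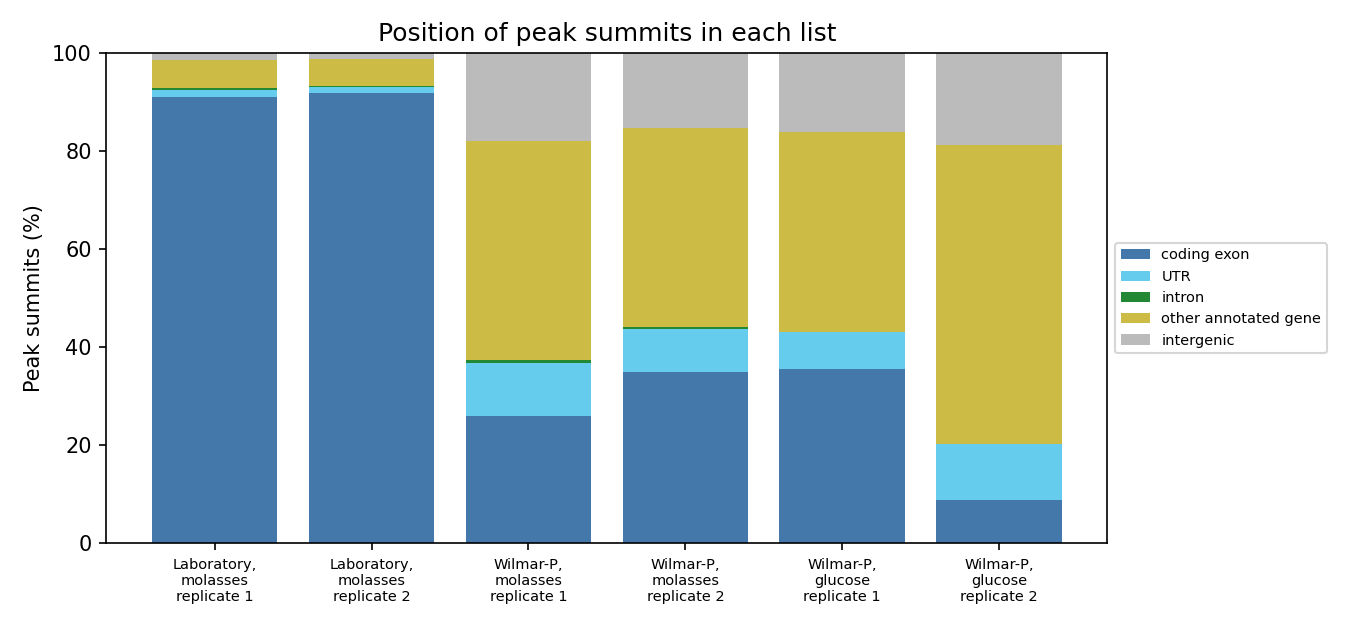
Share of peak summits (%) by annotation in each of the 6 lists, as stacked bars, with 1 bar per replicate. Coding exons held 91.1% and 91.9% of the summits in the laboratory lists and at most 35.5% in the Wilmar-P lists; "other annotated gene" stands mostly for non-coding genes.

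Replicates overlapped far more than shifted positions did. Of the laboratory regions of replicate 1, 87.2% overlapped replicate 2, against a mean of 36.7% for shifted regions (permutation p = 0.001). The same share was 91.3% for Wilmar-P in molasses, against 8.65%, and 51.8% for Wilmar-P in glucose, against 1.28% (permutation p = 0.001 for each). In the other direction, 91.2% of the shorter glucose list was found in the longer one. The −log10 p of regions called in both replicates correlated with a Spearman's rho of 0.646 in the laboratory group, 0.975 in Wilmar-P in molasses and 0.826 in Wilmar-P in glucose. These correlations are across regions, which are not independent replicates.

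At an IDR of at most 0.05 there were 687 reproducible sites in laboratory S. pombe and 667 in Wilmar-P in molasses, and 149 in Wilmar-P in glucose. The ratio of Wilmar-P to laboratory sites in molasses was 0.971, and the direction of this difference depended on the processing. With all regions called in both replicates there were 3485 laboratory and 851 Wilmar-P sites, a ratio of 0.244. With an IDR of at most 0.01 there were 427 and 578 sites, a ratio of 1.35. Outside coding sequence 247 laboratory and 582 Wilmar-P sites remained, a ratio of 2.36, in a comparison chosen after the data were seen. Which strain had more Scr1 sites in molasses could therefore not be settled by the number of sites.

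**Figure D2:**
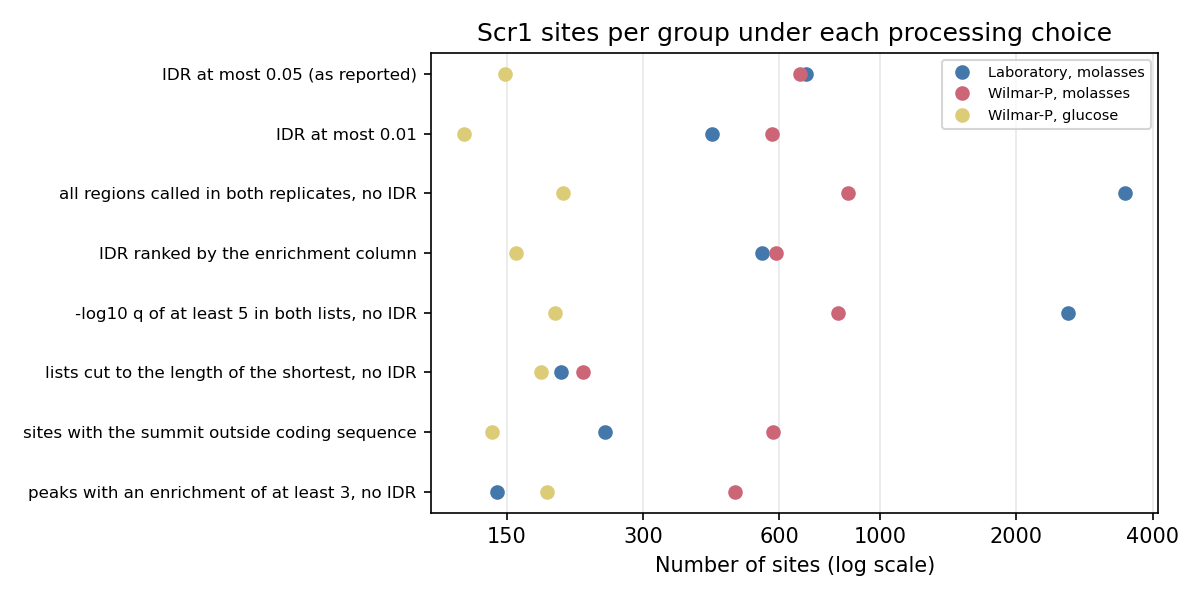
Number of Scr1 sites (log scale) in each group, as 1 point per group for each processing choice. The laboratory group moved most, from 143 to 3485 sites, and lay above Wilmar-P in molasses under 3 of the 8 choices.

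The study's question of where Scr1 sits relative to genes was addressed by the share of summits upstream of protein-coding genes. In Wilmar-P in molasses 380 of 667 sites (57.0%, 95% Wilson interval 53.2 to 60.7) lay upstream, against 24.4% of shifted sites (permutation p = 0.001). In Wilmar-P in glucose 67.8% of 149 sites did (interval 59.9 to 74.8), against 24.3% (permutation p = 0.001). In laboratory S. pombe only 130 of 687 sites did (18.9%, interval 16.2 to 22.0), which was not above the 24.4% of shifted sites (permutation p = 1). The laboratory share rose to 29.7% at an IDR of at most 0.01 and to 50% in lists of equal length, above the shifted sites in both cases. The difference between the groups in this share was not tested. Coding exons held 440 of the 687 laboratory sites, 85 of the Wilmar-P molasses sites (12.7%) and 10 of the glucose sites (6.71%).

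Comparing the strains in molasses, 247 of the 687 laboratory sites (36.0%) overlapped a Wilmar-P site and 440 did not. Of the 667 Wilmar-P sites, 230 (34.5%) overlapped a laboratory site and 437 did not. Shifted Wilmar-P sites gave a mean of 60.3 overlaps and at most 86 (permutation p = 0.001). When any deposited laboratory peak counted as an overlap, 351 Wilmar-P sites remained without one. The classes differed in position. Of the laboratory-only sites 390 (88.6%) lay in coding exons, against 47 (10.8%) of the Wilmar-P-only sites. Shared sites ranked higher within their lists, with a median mean rank of 120 in Wilmar-P against 431 for Wilmar-P-only sites, and of 139.5 in the laboratory strain against 594.5.

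By genes, 157 protein-coding genes were bound in both strains, 188 in the laboratory strain only and 279 in Wilmar-P only. The number for the laboratory strain depended most on the processing, with 1332 genes without IDR and 10 with an enrichment of at least 3, an alternative chosen after the data were seen.

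Comparing the media in Wilmar-P, 148 of the 149 glucose sites overlapped a molasses site, and 1 did not. Of the molasses sites 139 (20.8%) overlapped a glucose site and 528 did not, against a mean of 9.27 overlaps for shifted sites (permutation p = 0.001). The number of glucose-only sites rose to 63 when a larger overlap, at least 0.5 of both regions, was required. By genes, 106 were bound in both media, 6 in glucose only and 330 in molasses only. The 1 glucose-only site lay in the coding exon of rps2 (SPCC576.08C) on chromosome III, from 2095387 to 2095617, and ranked 173 and 176 in the glucose lists.

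The motif SYGGGG occurred within 100 bp of the summit at 134 of 667 Wilmar-P molasses sites (20.1%), against 7.06% of control windows (Fisher's exact test, p = 8.09e-17). It occurred at 57 of 149 glucose sites (38.3%), against 14.1% of control windows (Fisher's exact test, p = 1.68e-08), and at 96 of 687 laboratory sites (14.0%), against 7.29% (p = 2.21e-06). Among the classes, 27.8% of the shared sites had the motif, 70 of the 437 Wilmar-P-only sites and 6.59% of the laboratory-only sites. In a family of 4 Fisher's exact tests, the adjusted p-values were 1.48e-12 for shared against laboratory only, 5.10e-04 for shared against Wilmar-P only and 1.32e-05 for Wilmar-P only against laboratory only. Molasses sites shared with glucose had the motif in 36.0% of cases, against 15.9% of molasses-only sites (Fisher's exact test, adjusted p = 1.36e-06). The control windows of these classes differed in the same direction, with 12.6% and 5.60%. Those of shared and Wilmar-P-only sites had the motif in 10.3% and 5.38% of cases. The tests between classes compare shares at summits and do not account for this background. The motif share of laboratory-only sites was not distinguishable from the 4.78% of their own control windows (Fisher's exact test, p = 0.195). With the wider consensus SYGGRG, the difference between Wilmar-P-only and laboratory-only sites was no longer past the threshold (3.14 percentage points, Fisher's exact test, p = 0.312).

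**Figure D3:**
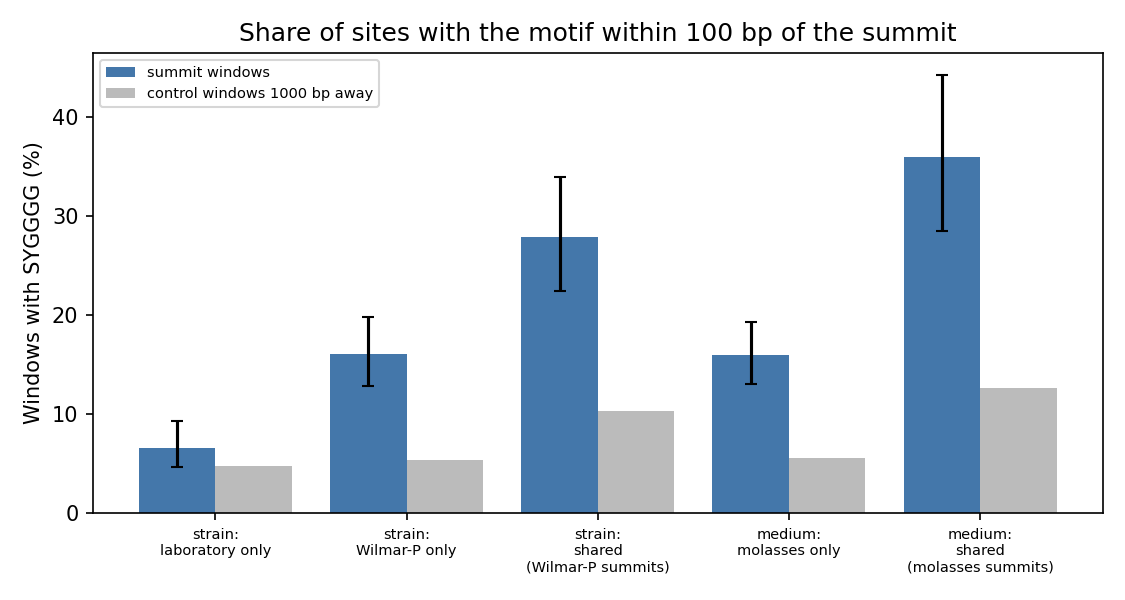
Share of windows with SYGGGG (%) at summits (blue, with 95% Wilson intervals) and in control windows 1000 bp away (grey), by class of site. The share was 6.59% at laboratory-only sites and 36.0% at molasses sites shared with glucose.

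In the search without a preset consensus, 302 of the 2080 6-mers were enriched at Wilmar-P molasses summits, 52 at glucose summits and 541 at laboratory summits. The first at Wilmar-P molasses sites was ATGACG (16.2% of sites against 4.66% of control windows, Fisher's exact test, adjusted p = 4.55e-14). At glucose sites it was CCAATC (36.2% against 7.05%, Fisher's exact test, adjusted p = 9.99e-11), followed by ACGTCA (26.8% against 4.70%). At laboratory sites it was CGTTCC (10.3% against 3.28%, Fisher's exact test, adjusted p = 5.11e-07), and at laboratory-only sites it was AGCAGC (18.9% against 6.37%). Summits and control windows can differ in their shares of coding sequence, and so in base composition. The search did not account for this, and the simulated random summits hold no such contrast. The numbers of enriched 6-mers therefore cannot be read as numbers of sequences that Scr1 recognises.

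The study describes DNA near the ends of chromosome II that Wilmar-P lacks, so sites there were compared. Of the laboratory-only sites, 14 of 440 (3.18%) lay in the outer 100 kb of chromosome II, against 5 of 247 shared sites (2.02%; Fisher's exact test, p = 0.472). Outside coding sequence, a comparison chosen after the data were seen, the difference was 11.4 percentage points (Fisher's exact test, p = 0.00118). At tRNA genes, 19 of 437 Wilmar-P-only sites (4.35%, interval 2.80 to 6.69) were found, against 1 of 230 shared sites and 0 of 440 laboratory-only sites (upper limit of the Wilson interval 0.866%). The adjusted p-values of these Fisher's exact tests were 0.00492 and 4.39e-06. Among all deposited peaks, the Wilmar-P molasses lists held 31 and 25 at tRNA genes, the shorter Wilmar-P glucose lists 1 and 0, and the laboratory lists 2 and 5. The difference between Wilmar-P-only and laboratory-only sites was not past the threshold in lists of equal length, where it was 0 percentage points, nor outside coding sequence (4.75 points, Fisher's exact test, p = 0.148).

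Of the 5 best-ranked sites of each group, those at ght8, plb1 and SPCC794.04C were among the 5 best in all 3 groups. The site upstream of ght8 (SPCC548.06C), on chromosome III from 228739 to 229957 in Wilmar-P in molasses, ranked 3 and 4 there, 1 and 1 in the laboratory lists and 3 and 8 in glucose. Its summit at 229387 lay 542 bp upstream of the gene, in another annotated gene. The site 1526 bp upstream of plb1 (SPAC1A6.04C), on chromosome I from 1077225 to 1078811 in Wilmar-P in molasses, ranked 2 and 2 there and 4 and 4 in the laboratory lists. It held GCGGGG from 1078173 to 1078178, within the sequence ACGAACAAATGCGGGGTGGTGTAGAG, 43 bp from the summit. The site near SPCC794.04C lay in intergenic sequence on chromosome III from 251876 to 252870, and ranked 4 and 3 in Wilmar-P in molasses and 3 and 3 in the laboratory lists. It held GCGGGG at 252323 to 252328, in CAGTCTAAACGCGGGGGGACCAGTCG. The site 1516 bp upstream of SPCC320.03, on chromosome III from 170549 to 171703 in Wilmar-P in molasses, ranked 1 and 1 there and 2 and 2 in the laboratory lists, and was not among the 5 best in glucose. A site in mug114 was among the 5 best in the laboratory and glucose groups. The site at SPAC56F8.13 was among the 5 best in Wilmar-P in molasses only, and that at SPBC32H8.15 in glucose only. The best laboratory-only site was in the untranslated region of SPAPB15E9.06 on chromosome I (3994275 to 3994733, ranks 29 and 25). The next was upstream of gal10. The best Wilmar-P-only sites included duc1, adg1, gsf1 and srk1, all outside coding sequence. Of the 5 best molasses-only sites, 3 lay within the outermost 20444 bp of the left end of chromosome III or beyond 2443680 on its right. These 3 had low enrichments for their ranks, 4.35 to 4.98 in replicate 1, against 30.7 and 32.8 for the remaining sites. In replicate 2 the values were 5.26 to 5.45, against 24.7 and 26.7. The study states that telomeric and ribosomal DNA repeats are collapsed in the reference, which raises read depth there. Whether this produced the 3 sites was not tested.

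Of the 29 genes taken from the study's text, 8 had a reproducible site within 1000 bp of their start in laboratory S. pombe, 19 in Wilmar-P in molasses and 6 in Wilmar-P in glucose. Without IDR the counts of the strains were closer, since regions called in both replicates lay near 17 of them in laboratory S. pombe, 20 in Wilmar-P in molasses and 10 in glucose. The study picked many of these genes from the same libraries, so these counts are not independent evidence. Of the 10 transcription factor genes among them, 9 had a site in Wilmar-P in molasses (all but toe1) and 1, sfp1, had one in laboratory S. pombe. All 5 iron-related genes, fet4, frp1, shu1, str1 and str3, had a site in Wilmar-P in molasses, and 1 of them, frp1, had one in laboratory S. pombe. The study lists all of these transcription factor and iron-related genes as bound in Wilmar-P alone, so the results for sfp1, frp1 and toe1 differ from it. Without IDR, laboratory regions called in both replicates lay near 6 of the 10 transcription factor genes and 3 of the 5 iron-related genes, against 9 and 5 in Wilmar-P in molasses. At esc1, loz1 and str1 both laboratory lists held a peak upstream of the gene. The laboratory peaks at ght6, toe1 and shu1 lay in the gene's own coding exon. Those at gaf1 lay in a coding exon 814 and 747 bp upstream, against 287 and 289 bp for the Wilmar-P molasses peaks. At clr5 and sre2 the strongest peaks of the 2 laboratory lists lay on opposite sides of the start. A laboratory region near a start is therefore not always at the Wilmar-P site. No reproducible site was found at byr1, spk1, ste11, caf5, gal7, ght6, ccc2 or toe1 in any group. The study counts gal7 among the genes bound in the laboratory strain alone, whereas here only laboratory replicate 1 held a peak near its start. Scr1 had a site upstream of its own gene, scr1, in all 3 groups (ranks 23 and 23 in the laboratory lists, 34 and 38 in Wilmar-P in molasses and 22 and 15 in glucose). Sites at ght5 and bfr1 were also found in all 3 groups, although the laboratory site at ght5 rests on the summit of replicate 1 (rank 167), and the only peak of replicate 2 within 1000 bp of the start lay in its coding exon (rank 2245). The gene inv1 had a site in both strains in molasses.

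The gene clr5 (SPAC29B12.08, chromosome I, 5428356 to 5431523, plus strand) had a reproducible site in Wilmar-P in molasses, 798 and 817 bp upstream of its start, which ranked 257 and 274. The glucose lists held peaks at the same place, which ranked 172 and 207, but these did not pass the IDR. In the laboratory lists the strongest peak near the gene start ranked 1040 and 3410, and these 2 peaks lay on opposite sides of the start. The weak peak of laboratory replicate 2, 864 bp upstream, lay within the Wilmar-P molasses peaks. The gene bfr1 (SPCC18B5.01C, chromosome III, 709302 to 715418, minus strand) had a site in all 3 groups, 902 to 922 bp upstream of its start in the 6 lists. It ranked 50 and 53 in Wilmar-P in molasses, 152 and 138 in glucose and 92 and 119 in the laboratory lists. Peaks between gal1 and gal10 on chromosome II, from 4487525 to 4487908, ranked 72 and 60 in the laboratory lists. The Wilmar-P lists held none within 1000 bp of the start of either gene.

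**Figure D4:**
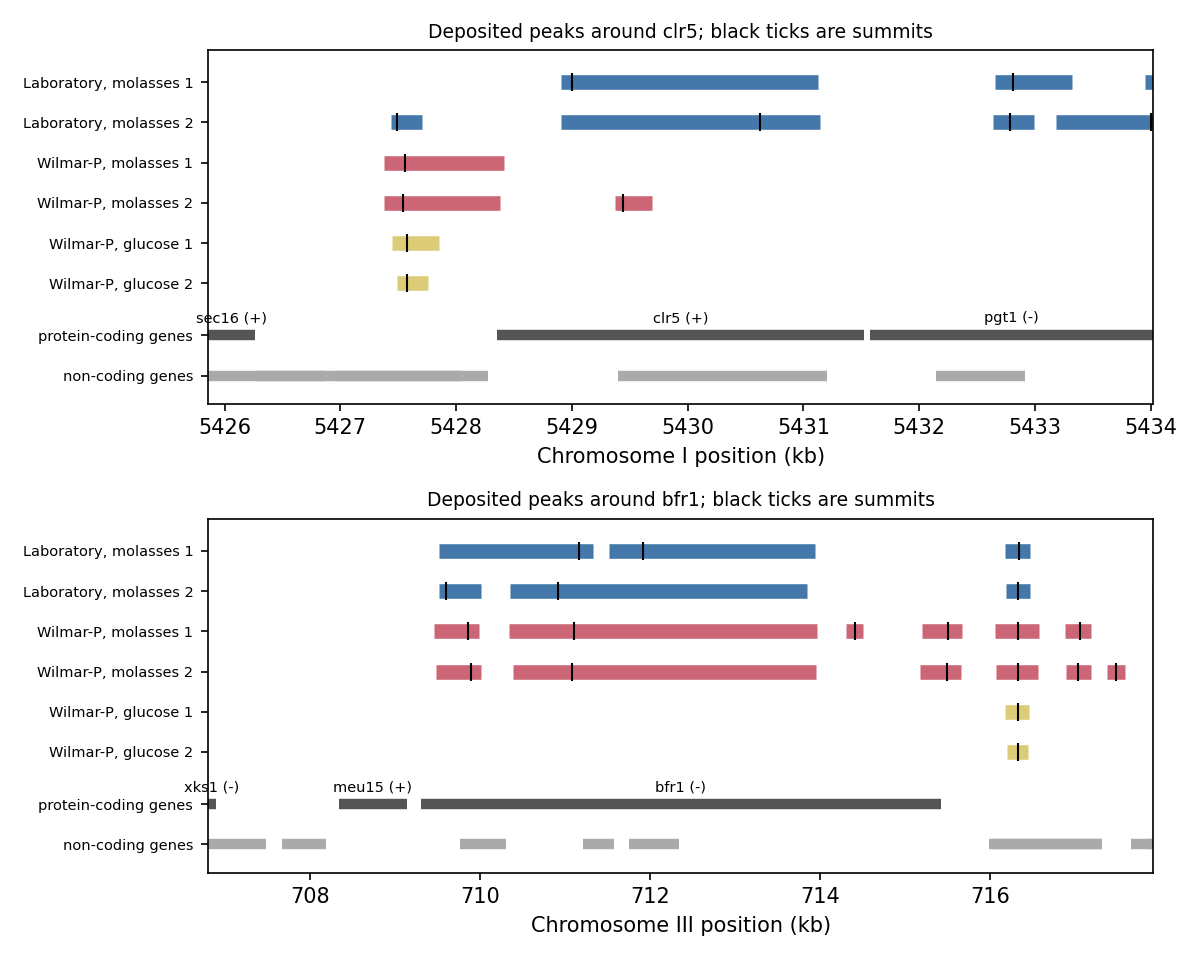
Deposited peaks (coloured bars, summits as black ticks) in the 6 lists around clr5 on chromosome I and bfr1 on chromosome III, with annotated genes below and positions in kb. At clr5 the Wilmar-P peaks lie 798 and 817 bp upstream in molasses, and a weak peak of laboratory replicate 2 lies 864 bp upstream. At bfr1 a peak 902 to 922 bp upstream is present in each of the 6 lists.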

Values the study reported

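The study reported 266 Scr1 binding sites in Wilmar-P and 156 in laboratory S. pombe when both were grown in molasses. It counted 143 protein-coding genes with Scr1 binding in both strains. A further 123 genes were bound in Wilmar-P alone, and 13 were bound in the laboratory strain alone.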

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

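The tests in this part were chosen after the counts had been seen. The authors' reference has 2 further sequences, an unplaced one and one named MTR, which the comparisons above do not use. They drew attention because peaks were called on them although no comparison includes them. On the unplaced sequence the laboratory lists held 16 peaks together. On MTR the laboratory lists held 14 peaks together and the Wilmar-P molasses lists held 6. Longer laboratory lists are a technical explanation. The unplaced sequence took 0.183% of all laboratory peaks and 0.0979% of all Wilmar-P molasses peaks (Fisher's exact test, p = 0.554). Each Wilmar-P glucose list also held 1 peak there, of 387 and 229 peaks, so the Wilmar-P lists as a whole show no clear deficit. With so few Wilmar-P peaks, list length and a difference between the strains cannot be told apart there. MTR took 0.160% of the laboratory peaks, a lower share than the 0.294% in Wilmar-P (Fisher's exact test, p = 0.247), so no excess beyond list length was seen. A difference between the strains in the DNA of these sequences was not tested.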

How the results depend on the processing

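The alternatives of leaving out coding summits and of an enrichment of at least 3 were chosen after the results had been seen. No paired analysis was possible because the results come from no test across replicates. The design allows 2 lists against 2, for which the smallest exact p-value is 0.333.

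The share of Wilmar-P sites upstream of genes, in molasses and in glucose, and the enrichment of SYGGGG over control windows in each group stayed on the same side of the threshold under each alternative that gave a p-value. So did the replicate overlap under both of its alternatives, and the motif difference between molasses sites shared with glucose and molasses-only sites. The number of laboratory sites, the ratio of site numbers and the number of glucose-only sites moved under most alternatives.

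With an IDR of at most 0.01 there were 427 laboratory sites, 203 laboratory-only sites, 94 laboratory-only genes, 0 glucose-only sites, and 252 laboratory and 30 glucose 6-mers. The ratio of Wilmar-P to laboratory sites became 1.35, and the laboratory share upstream of genes became 29.7%, now above shifted sites. With every region called in both replicates there were 3485 laboratory sites, 3067 of them laboratory only, with 397 Wilmar-P sites shared, 2 glucose-only sites, 305 genes in both strains, 1332 laboratory-only genes, 1192 laboratory 6-mers and a ratio of 0.244. The subtelomere difference became -0.110 percentage points, and the motif difference between shared and Wilmar-P-only sites weakened to 5.14 points. With a −log10 q of at least 5 there were 2606 laboratory sites, 2242 laboratory-only sites, 256 genes in both strains, 964 laboratory-only genes, 1113 laboratory 6-mers and a ratio of 0.311. Without IDR the laboratory group keeps its weak peaks by construction.

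With lists of equal length there were 198 laboratory and 221 Wilmar-P molasses sites, a ratio of 1.12, with 139 Wilmar-P sites shared, 50 laboratory only, 82 Wilmar-P only, 23 glucose only and 78 molasses only. Genes numbered 94 in both strains, 27 laboratory only, 59 Wilmar-P only, 25 glucose only and 43 molasses only, and 6-mers 94 and 127 for the molasses groups. The laboratory share upstream of genes was 50%, the tRNA difference 0 points and the motif difference between Wilmar-P-only and laboratory-only sites 2.29 points. Fewer sites enter by construction.

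With ranking by enrichment the ratio was 1.07, the subtelomere difference -1.09 points, laboratory 6-mers 353 and glucose-only sites 0. When 0.5 of both regions had to overlap, 86 glucose sites were shared and 63 were not. With summits within 150 bp, 17 were glucose only, and against any deposited peak, 0. With 500 bp from the gene start there were 96 genes in both strains, 75 laboratory only and 10 glucose only. Within 50 bp of the summit, the motif difference between shared and Wilmar-P-only sites was 3.87 points, and with SYGGRG that between Wilmar-P-only and laboratory-only sites was 3.14 points, neither past the threshold. The cause was not tested.

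Of the alternatives added after the data were seen, leaving out coding summits gave 247 laboratory sites, 54 laboratory only, 18 laboratory-only genes, 119 laboratory 6-mers, 4 glucose-only sites and a ratio of 2.36. The subtelomere difference grew to 11.4 points and passed the threshold (Fisher's exact test, p = 0.00118), and the tRNA difference of 4.75 points no longer did. An enrichment of at least 3 gave 143 laboratory sites, 14 laboratory only, 123 Wilmar-P sites shared, 5 glucose only, 311 molasses only and a ratio of 3.34. Genes numbered 88 in both strains, 10 laboratory only, 11 glucose only and 204 molasses only, and laboratory 6-mers 47. The tRNA difference of 5.35 points and the motif differences of 19.9 points (shared minus laboratory only) and 3.74 points (Wilmar-P only minus laboratory only) were not past the threshold. With 14 laboratory-only sites these comparisons have little power.

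Leaving out a replicate replaces the IDR sites of its group by all regions of the other list, so numbers rise by construction. Sites then ranged from 4239 to 4479 in the laboratory group, from 961 to 1073 in Wilmar-P in molasses and from 228 to 386 in glucose. Motif shares ranged from 7.24% to 7.39%, 15.8% to 16.4% and 26.7% to 32.5%, shares upstream of genes from 3.68% to 4.22%, 40.9% to 47.9% and 42.2% to 65.4%, and 6-mers from 1228 to 1255, 414 to 529 and 106 to 243. The ratio ranged from 0.149 to 1.56. It was above 1 without Wilmar-P replicate 1 (1.56) or 2 (1.40) and below 1 without laboratory replicate 1 (0.149) or 2 (0.157). The strain comparison gave Wilmar-P sites shared from 285 to 342, laboratory only from 357 to 4146 and Wilmar-P only from 361 to 731. Glucose sites shared ranged from 149 to 292, glucose only from 0 to 94 (94 without glucose replicate 2 and 6 without glucose replicate 1) and molasses only from 412 to 932. Genes ranged from 180 to 279 in both strains, 159 to 1809 laboratory only, 157 to 430 Wilmar-P only, 107 to 180 in both media, 4 to 67 glucose only and 256 to 508 molasses only. The motif difference between shared and laboratory-only sites ranged from 14.3 to 19.7 points, and the subtelomere difference from -0.427 to 1.14 points, so its sign was not stable. For the single genes named, 76 of 377 comparisons with an alternative changed the number of groups in which the gene had a site. A site that changed group without changing this number is not counted. The unknown depth limits every comparison of numbers of sites between groups.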

Other observations

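The tests of GC content, transcription, list length, copy number, tRNA peaks and the depth of the glucose lists were chosen after the results had been seen; those of tRNA copies, the strongest molasses sites and letter arrangements were fixed before their results, but how values that decide little are read was revised for several of the tests after their values had been seen.

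The number of sites in Wilmar-P in molasses was 667 here. That is higher than the value quoted from the study above. The number in laboratory S. pombe was 687 here. That is also higher than the quoted value. The quoted site numbers equal the sums of the quoted gene numbers, so the bound genes are the closer comparison. These numbered 436 in Wilmar-P in molasses and 345 in laboratory S. pombe here. Both are higher than the quoted values, by less than the numbers of sites are. Genes bound in Wilmar-P only numbered 279 here. That is higher than the quoted value. Genes bound in the laboratory strain only numbered 188 here. That is far higher than the quoted value. It was 18 outside coding sequence and 10 with an enrichment of at least 3, on either side of the quoted value. Genes bound in both strains numbered 157 here, which is within 1.5 times the quoted value.

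The laboratory-only sites, 88.6% of them in coding exons, differ in kind from the other classes. Much of this goes with the weaker peaks of the laboratory lists, of which those with an enrichment of at least 4 had coding summits in 12.7% and 12.1% of cases. Longer laboratory lists are still not the whole cause. With the 4 molasses lists at 961 peaks each, 59.2% of the laboratory sites lay in coding sequence, against 22.5% of the Wilmar-P sites (Fisher's exact test, p = 2.78e-45), and of the sites of one strain only 85.4% did, against 21.5% (Fisher's exact test, p = 7.03e-82). With 228 peaks in each list the shares were far lower, 15.2% of 198 laboratory sites against 7.24% of 221 Wilmar-P sites (Fisher's exact test, p = 0.0119). For sites of one strain only they were 32% of 50 against 4.88% of 82 (Fisher's exact test, p = 6.77e-05). GC content stays open as a contributor: the median GC content within 250 bp of the 390 coding summits was 42.1%, against 38.5% at random coding positions (permutation p = 0.001, the smallest 1000 draws can give). Signal over heavily transcribed genes, a known artefact of ChIP, cannot be told apart from chance here. Of 131 ribosomal protein genes, 11 carried such a site, against a mean of 8.44 for genes matched on GC content and length (permutation p = 0.227). A difference between the strains in Scr1 binding to coding sequence stays open and was not tested.

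Laboratory-only sites were densest on chromosome III, with 72.6 per Mb, against 35.0 on chromosome II and 18.5 on chromosome I. Chromosome III was also the densest, by less, for shared laboratory sites (27.7 per Mb, against 18.3 and 17.2). The same held for Wilmar-P-only sites (40.0 per Mb, against 37.4 and 30.3), with a small gap to chromosome II. These differences in density were not tested, so whether the pattern is particular to the laboratory strain was not settled. GC content does not account for the laboratory-only pattern. Of GC-matched coding positions 22.0% lay on chromosome III, against 39.0% of the coding laboratory-only sites (permutation p = 0.001). A higher copy number of chromosome III in the laboratory samples may contribute. Of the shared laboratory sites, 27.5% lay on chromosome III, against 40.5% of the laboratory-only sites (Fisher's exact test, p = 6.78e-04). Strong sites would pass the threshold at any copy number, and the input samples were not analysed here, so copy number and other causes cannot be told apart.

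Sites at tRNA genes were found in Wilmar-P in molasses and hardly in laboratory S. pombe or in Wilmar-P in glucose, where the lists held 1 and 0 such peaks. Of the molasses-only sites 19 of 528 were at tRNA genes, against 1 of the 139 shared with glucose, a difference that was not tested. The laboratory lists were longer, yet held at most 5 peaks at tRNA genes, against at least 25 in each Wilmar-P molasses list, so list length is not the reason for the difference from the laboratory lists. The glucose lists are shorter, so their lack of such peaks does not separate list length from the medium. Reads shared between identical tRNA genes stay open. Of the 33 tRNA genes at Wilmar-P-only sites, 87.9% have an identical copy, against 75.4% of the other 138 (Fisher's exact test, p = 0.162), so shared reads and other causes cannot be told apart. A difference between the strains, or a condition particular to the Wilmar-P molasses samples, stays open and was not tested.

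Nearly every glucose site lay at a molasses site. A shallower sample of one ranking would give the strongest molasses sites in glucose. Of the 139 strongest molasses sites, 74.1% (Wilson interval 66.2 to 80.7) were glucose sites. The 139 strongest sites by each molasses replicate had 92.1% in common (Fisher's exact test, p = 9.13e-05), among sites that the IDR had already selected for agreeing ranks. Of the 139 strongest peaks of a glucose list, at least 89.9% overlapped any peak of the other glucose list (Fisher's exact test, p = 9.06e-04). These marks are unlike measures, and neither models a lower depth. The tests also treat overlapping sets of sites as independent. A shallower sample and a change of Scr1 binding with the medium therefore cannot be told apart, and the latter stays open as a hypothesis. The higher motif share in glucose was matched by the strongest molasses sites within the error of these shares. The 149 strongest molasses sites had the motif in 32.2% of cases, against 38.3% in glucose (Fisher's exact test, p = 0.332).

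One hypothesis for the enrichment of SYGGGG is the GC composition of the summit windows. Of the 30 arrangements of its letters, itself included, 4 were enriched as much as the motif at laboratory sites, 3 at Wilmar-P molasses sites and 6 at glucose sites. With the mark set before the test, a specific motif would have been matched by at most 1 in 20 arrangements, and none of the 3 groups met it. The motif was 2.83 times as frequent as in control windows at Wilmar-P molasses sites, against a median of 1.57 for the other arrangements. Composition and a specific motif therefore cannot be told apart by this test.

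The peak between gal1 and gal10 was found in laboratory S. pombe alone. The study describes these genes as missing from the Wilmar strains, so reads of Wilmar-P cannot map there. Such a site is counted as laboratory only whatever Scr1 does, and this was not tested here.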
